A study of Mus musculus with 12 samples.

How the data were processed

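Accessible chromatin was profiled by ATAC-seq in C2C12 cells, an established mouse myoblast line that grows as single cells in serum-rich medium and fuses into myotubes when serum is withdrawn. In ATAC-seq the Tn5 transposase cuts and tags open DNA in isolated nuclei, so that sequenced fragments pile up at accessible sites. Per the labels, the series has 12 samples in 4 groups of 3: wild-type (WT) and Runx1 knockout (KO) cells in growth medium with 20% fetal bovine serum at day 0, and the same genotypes at day 2 of differentiation medium. Per the labels' protocols, nuclei were isolated after detergent lysis and tagmented with Tn5 before library preparation. The 5 peak lists used here cover growth medium only. The day 2 samples were not analysed here.

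The lists have the layout of a narrowPeak file and no header. They are the full WT list, the full KO list, a shared list and a list specific to each genotype. Every deposited peak name contains the label of the replicate 1 library of its genotype, so the deposited intervals and values come from the peak call of 1 library per genotype. Peak numbers rise along each chromosome and skip values, so some called peaks had been removed before deposit. The rule for their removal is not stated in the labels, nor are the aligner, the peak caller, the treatment of the Tn5 cutting offset, the handling of duplicates and mitochondrial reads, or the genome build. Each of these steps can change the number and the edges of peaks. Whether replicates 2 and 3 entered that step is not stated, and no value of the lists is their own.

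The deposited fold (a ratio of the peak to its local background) and the deposited −log10 q are the authors' own values for each peak. They depend on the depth of the library, so they were used to describe, rank or filter peaks within a list. Some alternatives applied a common threshold of −log10 q to both lists, which does not make the lists comparable in depth. The 2 specific lists have an additional unlabelled column that repeats the start of the peak in some of its rows. Read counts were not used here and the sequencing depth of the libraries is unknown. With 1 library of values per genotype there is no replicate error, and no p-value between genotypes is given.

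From the lists, the number of peaks, their width and the covered length were computed. Peaks with an overlap of at least 1 bp were taken as partners. The overlap function was checked against bedtools 2.31.1. The deposited shared and specific lists were compared with this overlap by exact coordinates. Shares and medians were given with 95% intervals from a bootstrap over 10 Mb blocks of the genome with 2000 draws, and shares within deciles of a list with 95% Wilson intervals. These intervals treat peaks as the units and describe these lists, not the genotypes. A difference was called when its interval excluded 0. Class medians, distances between peaks and the panel of genes were set against 10000 random sets (2000 for the alternatives of the distances), and a percentile under 2.5 or over 97.5 was called. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. They were tested on simulated data, where 11 of 11 checks passed and the block bootstrap interval held the simulated difference in 96 of 100 simulations of 34118 peaks. The simulated shares varied independently between the same 10 Mb blocks that were drawn, over the whole genome. The intervals within single chromosomes were not tested in this way.

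Gene names and gene positions came from a RefSeq gene table of assembly GRCm38.p6. The build of the peak lists is not named, so it was tested on the data. On each of 20 chromosomes, the share of WT peaks within 1 kb of a gene end was compared with the share after the peaks had been shifted by 10 kb and by 100 kb. The share was above that of every shift on 20 of 20 chromosomes, by a ratio of at least 3.44, and by a ratio of at least 2.71 where only the distal end of each chromosome was used. The peak coordinates were therefore read with the gene table. All coordinates printed are those of the peak lists, counted from 1. The table gives neither strand nor exons. The planned share of peaks at transcription start sites became the share with the centre within 1 kb of either end of a gene, and exons and introns were joined as positions elsewhere in a gene. Peaks were assigned to a gene when their centre lay in the gene or within 10 kb of it.

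The genes named were chosen by a rule fixed before the data were examined. Runx1 came first. A panel of 39 genes of muscle differentiation and of RUNX, ETS, TEAD and AP-1 factors was summarised, and its members with at least 3 specific peaks were named. The 5 protein-coding genes with the most specific peaks of each genotype, the 3 windows of 1 Mb with the most specific peaks of each genotype and the 3 specific peaks of each genotype with the highest −log10 q were also named. Alternatives in the overlap rule, the threshold, the gene distance, the block size, the matching of shared peaks and the gene assignment were computed. Motif content and GC content of the peaks were planned and not computed, because no genome sequence was used here. A test of read counts per peak was planned for the case of counts per replicate and was not run.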

Results

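The data were ATAC-seq peak lists of C2C12 mouse myoblasts kept in growth medium with 20% fetal bovine serum, wild type or knocked out for Runx1, a transcription factor of the RUNX family. Each genotype had 3 samples in this medium. The interval and the values of every peak came from the replicate 1 library, so the values below have no replicate error and their intervals describe the lists. Sequencing depth was unknown. The question was which accessible regions differ between WT and KO myoblasts before differentiation.

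The WT list held 34118 peaks that covered 14.1 Mb, with a mean width of 413 bp. The KO list held 27187 peaks that covered 12.6 Mb, with a mean width of 463 bp. The KO list therefore had 79.7% as many peaks as the WT list and 89.2% of its covered length. Both lists covered the 19 autosomes and the X chromosome. The highest peak number was 55373 in the WT list and 48922 in the KO list, so 61.6% of the numbered WT calls and 55.6% of the numbered KO calls were retained. The KO library had 88.3% as many numbered calls as the WT library. When both lists were limited to peaks at or above the WT median of −log10 q, a common threshold that does not correct for depth, 17061 WT peaks and 14884 KO peaks were left.

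Runx1, the targeted gene, was examined first. In the gene and 10 kb on either side, on chromosome 16, the WT list held 19 peaks and the KO list held 12 peaks. All 12 KO peaks had a WT partner. Of the 19 WT peaks, 12 had a KO partner and 7 were WT specific. The highest WT peak of the region, at chr16:92777857–92778519, had a fold enrichment of 12.9 and a −log10 q of 47.2, and the highest KO peak lay at chr16:92777857–92778521. The WT specific peak with the highest −log10 q (15.4) lay at chr16:92654635–92654968 and had a fold enrichment of 8.26. The WT specific peaks at chr16:92705667–92705948, chr16:92748364–92748579 and chr16:92783961–92784102 had a −log10 q of 5.67, 5.71 and 5.91. Those at chr16:92683952–92684156, chr16:92697264–92697499 and chr16:92823510–92823868 had a −log10 q of 10.3, 11.2 and 12.6. Beside 6 of the 7 WT specific peaks, at least 1 KO call number was missing between the neighbouring retained KO peaks, so a KO call had been removed in that stretch. The lists give no direct readout of the edited allele. Assigning peaks to the nearest gene end raised the counts to 38 WT peaks, 12 of them WT specific, and 26 KO peaks.

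**Figure D1:**
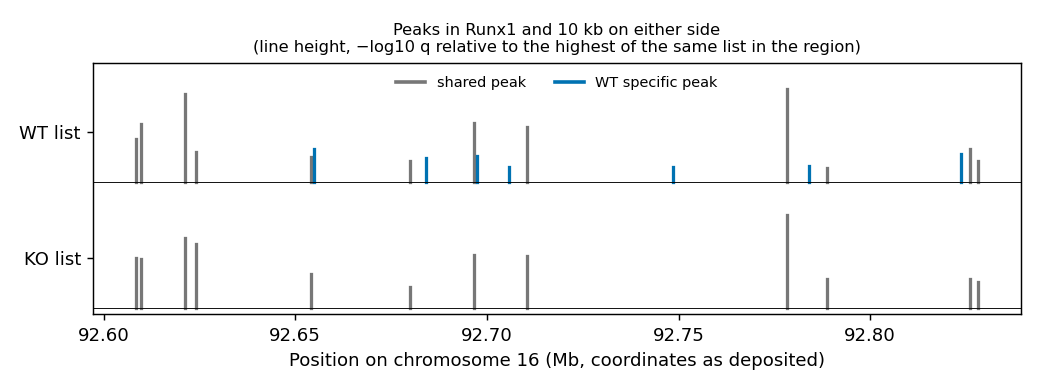
Peaks of the WT list (top) and the KO list (bottom) in Runx1 and 10 kb on either side, by position on chromosome 16 in Mb; each line is a peak, its height the −log10 q relative to the highest of the same list in the region, grey for shared and blue for WT specific peaks. The 12 KO peaks are all shared, and 7 of the 19 WT peaks have no KO partner.

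Of the 34118 WT peaks, 24800 (72.7%, interval 72.1 to 73.3) overlapped a KO peak and 9318 (27.3%) did not. Of the 27187 KO peaks, 24580 (90.4%, interval 89.8 to 90.9) overlapped a WT peak and 2607 (9.59%) did not. The specific share was 17.7 percentage points higher in the WT list (interval 17.0 to 18.5). The deposited WT specific, KO specific and shared lists held exactly the 9318, 2607 and 24800 intervals given by an overlap of 1 bp. The shared list consisted of WT intervals. Most shared peaks matched a single partner, since 100 WT peaks had 2 or more KO partners and 319 KO peaks had 2 or more WT partners. The alternative that moved the WT share most was the restriction to WT peaks at or above the list's median −log10 q, where 93.8% overlapped a KO peak.

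Specific peaks were concentrated among the weaker peaks of each list. In the lowest decile of the WT list by −log10 q, 71.8% of peaks were WT specific (2450 of 3412, Wilson interval 70.3 to 73.3). In the highest decile, 0.147% were WT specific (5 of 3412, interval 0.0626 to 0.343). In the KO list the share fell from 35.6% (968 of 2719, interval 33.8 to 37.4) to 0.0736% (2 of 2719, interval 0.0202 to 0.268). Among the peaks at or above the median −log10 q of their list, 1052 of 17061 WT peaks (6.17%) and 197 of 13594 KO peaks (1.45%) were specific, a difference of 4.72 percentage points (interval 4.25 to 5.18). Median −log10 q within the WT list was 8.38 for WT specific and 21.1 for shared peaks. Within the KO list it was 8.38 for KO specific and 19.1 for shared peaks. Median fold enrichment was 6.50 for specific and 10.4 for shared peaks in the WT list, and 6.33 for specific and 9.18 for shared peaks in the KO list.

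**Figure D2:**
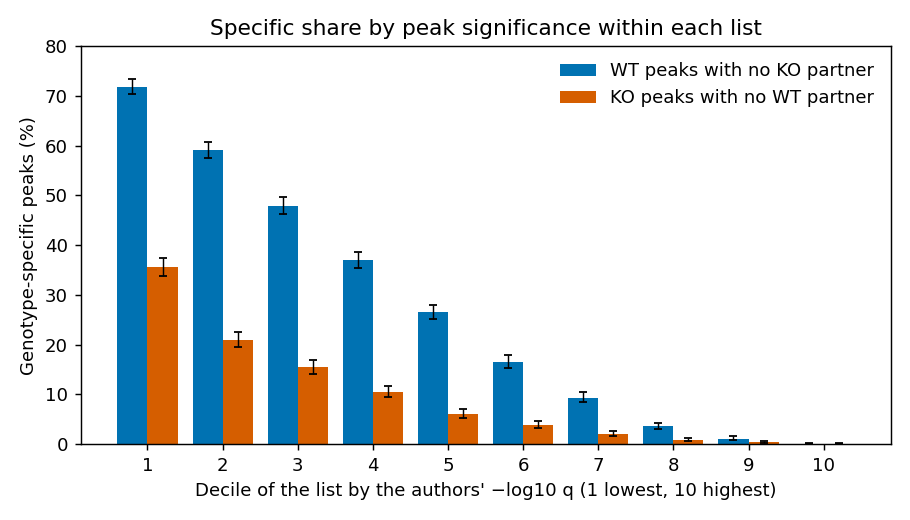
Share of genotype-specific peaks (%) in each decile of the WT list (blue) and of the KO list (orange), ordered by the authors' −log10 q within the list; error bars are 95% Wilson intervals. The share falls from 71.8% to 0.147% in the WT list and from 35.6% to 0.0736% in the KO list.

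Specific peaks were also narrower. Widths were not matched on −log10 q, so this is not shown to be separate from the weakness of specific peaks. The median width was 250 bp for WT specific peaks and 424 bp for shared peaks of the WT list, a difference of −174 bp (interval −179 to −168). It was 258 bp for KO specific and 441 bp for shared peaks of the KO list, a difference of −183 bp (interval −190 to −175). Both specific medians lay below all 10000 random sets of the same size from the full list, whose medians ranged from 362 to 380 bp for the WT list and from 401 to 443 bp for the KO list. WT specific peaks were 8 bp narrower than KO specific peaks at the median (a difference of −8 bp, interval −15 to −0.975). Limiting the KO shared peaks to those that lie on 1 interval of each genotype gave a difference of −180 bp.

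The position of peaks relative to genes was compared next. The centre lay within 1 kb of a gene end in 18.3% of WT specific peaks, 13.2% of KO specific peaks and 34.9% of shared peaks. The WT specific share was 16.6 percentage points under the shared one (a difference of −16.6, interval −17.7 to −15.5) and the KO specific share 21.7 points under it (a difference of −21.7, interval −23.3 to −20.1). Between the specific classes, the WT share was 5.12 points higher (interval 3.46 to 6.75). When shared peaks were matched on width to the WT specific peaks, the first difference shrank to −6.57 points, and the same matching for KO specific peaks shrank the second to −10.8 points (interval −13.1 to −8.77). Elsewhere in a gene lay 50.8% of WT specific, 50.2% of KO specific and 41.4% of shared peaks, and the difference of 0.513 points between the specific classes was not resolved (interval −1.63 to 2.70). Between genes lay 30.9% of WT specific, 36.6% of KO specific and 23.7% of shared peaks. The WT specific excess over shared peaks there was 7.23 points (interval 6.10 to 8.41), and 2.501 points (interval 0.751 to 4.20) after matching on width. The KO specific excess was 12.9 points (interval 10.6 to 14.98), and 8.13 points after matching. There the WT specific share was lower than the KO specific one, with a difference of −5.64 points (interval −7.83 to −3.30). The KO specific excess over shared peaks elsewhere in genes was 8.82 points (interval 6.52 to 11.03), and 2.69 points with an interval that included 0 after matching on width.

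**Figure D3:**
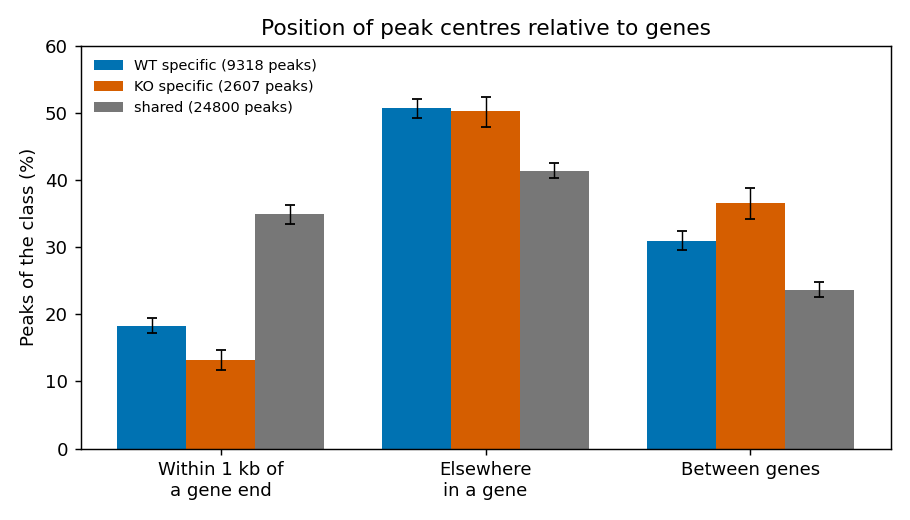
Share of WT specific (blue), KO specific (orange) and shared (grey) peaks (%) with the centre within 1 kb of a gene end, elsewhere in a gene, or between genes; error bars are 95% block bootstrap intervals. At gene ends the shared peaks reach 34.9%, against 18.3% and 13.2% of the WT and KO specific peaks.

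Across chromosomes the WT specific share ranged from 24.8% on chromosome 7 to 30.5% on chromosome 13. The ratio to the genome-wide share had an interval that excluded 1 on 4 of 20 chromosomes, above 1 on chromosomes 5, 12 and 13 and below 1 on chromosome 7. The KO specific share ranged from 7.39% on chromosome 19 to 11.7% on chromosome 10, and 4 of 20 intervals excluded 1, all below it, on chromosomes 7, 11, 15 and 17. The intervals were not adjusted for the number of chromosomes. With blocks of 5 Mb, 3 chromosomes of each list had an interval that excluded 1.

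**Figure D4:**
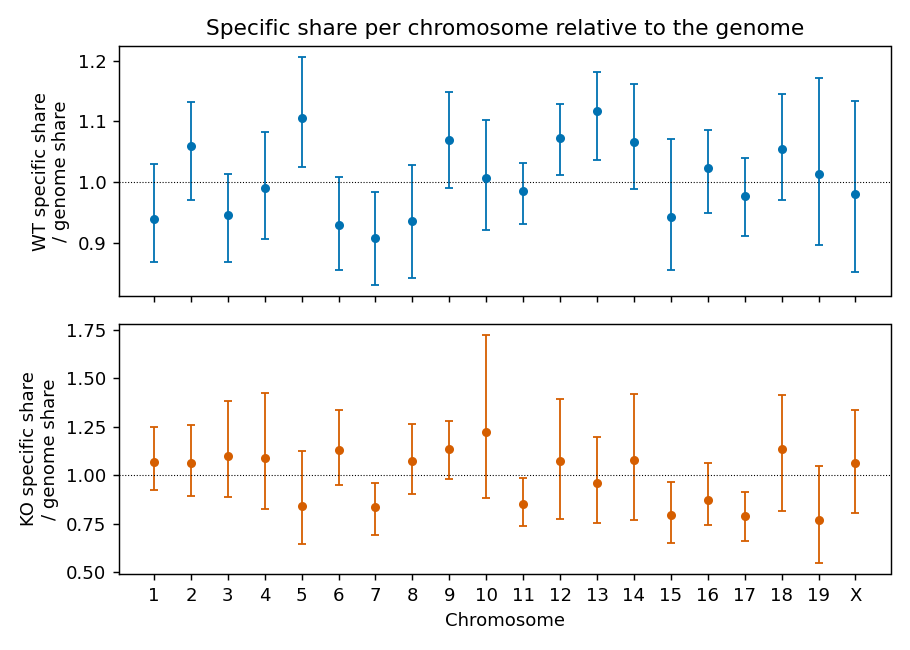
Ratio of the specific share on each chromosome to the genome-wide share, for the WT list (top) and the KO list (bottom); points are ratios and bars 95% intervals from blocks within the chromosome. In each list 4 of 20 intervals exclude 1, and the WT ratios lie between 0.908 and 1.12.

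Among 21631 protein-coding genes, 14224 had a peak of either genotype in the gene or within 10 kb of it. Of these, 5468 had a WT specific peak, 1613 had a KO specific peak and 721 had both. In the panel of 39 genes, 32 had a peak. WT specific peaks made up 33 of the 119 WT peaks at these genes (27.7%), at percentile 72.4 of random gene lists matched on the number of peaks. KO specific peaks made up 5 of 91 KO peaks (5.49%), at percentile 31.7. Neither share stood apart from the matched lists. At least 1 WT specific peak was found at 19 panel genes and at least 1 KO specific peak at 4. Runx2, on chromosome 17, had 8 WT specific and 2 KO specific peaks beside 13 shared ones. Ncam1 had 3 WT specific peaks and no KO specific peak. Ets1 and Tead4 each had 2 WT specific peaks and 1 KO specific peak. Assigned to the nearest gene end, the WT specific peaks numbered 5 at Runx2, 6 at Ncam1 and 7 at Ets1. Of the 8 WT specific peaks at Runx2, 7 lay beside a missing KO call number.

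The genes with the most WT specific peaks were Dst with 12, Plcb1, Arhgap26 and Lrmda with 10 each, and Rad51b with 9. This order depended on the assignment of peaks, since the nearest gene end gave 7 to Dst, 6 to Arhgap26, 12 each to Plcb1 and Lrmda and 14 to Rad51b. At Dst and Plcb1 the KO list held 10 and 4 peaks, all of them shared. The genes with the most KO specific peaks were Erc2 with 11 of its 13 KO peaks, Mgat4c with 8 of 9, Dlc1 with 5 of 11, Foxp1 with 5 of 23 and Pcdh7 with 4 of 4. Foxp1 also had 8 WT specific peaks among 25 WT peaks, and Dlc1 had 2 among 8. All 11 KO specific peaks at Erc2 and all 10 WT specific peaks at Plcb1 lay beside a missing call number of the other list. These counts were not scaled by gene length, and long genes can hold more peaks.

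The windows of 1 Mb with the most WT specific peaks were chr4:150000001–151000000, chr2:30000001–31000000 and chr11:69000001–70000000, with 20 each, among 48, 59 and 63 WT peaks. The windows with the most KO specific peaks were chr5:26000001–27000000 with 12 of 12 KO peaks, chr14:27000001–28000000 with 10 of 21 and chr10:101000001–102000000 with 7 of 7. The WT list had no peak in the chr5 and chr10 windows. Windows that started 0.5 Mb later or earlier gave counts from 0 to 13 for some of these regions, so the counts depend on where the window starts.

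The WT specific peaks with the highest −log10 q lay at chr18:81402758–81402918 (54.0, fold 20.6), with Sall3 as the nearest gene and outside any gene, at chr5:92649614–92649797 (49.7, fold 20.9) inside a gene, with Ccdc158 as the nearest, and at chr1:90740226–90740543 (47.4, fold 16.8) between genes, with Col6a3 as the nearest. The KO specific peaks with the highest −log10 q lay at chr5:26202521–26203013 (49.0, fold 12.9) and chr5:26221915–26222387 (48.1, fold 14.7), both in a gene and nearest to the predicted gene Gm7361, and at chr6:17978345–17979083 (39.6, fold 15.1) between genes, with Wnt2 as the nearest. None of these 6 peaks had a peak of the other list within 500 bp, and each lay in a stretch where at least 2 call numbers of the other list were missing.

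The median distance from a WT specific peak to the nearest other WT specific peak was 39.3 kb, against 41.2 kb in random sets from the full WT list (central 95% from 39.6 to 42.9 kb), at percentile 0.76. Among peaks more than 1 kb from a gene end no difference was called: the distance was 47.7 kb for WT specific peaks against 45.8 kb in random sets, at percentile 95.3 of 2000 sets. For KO specific peaks the median distance was 182 kb, against 176 kb in random sets (161.8 to 191 kb), at percentile 79.5.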

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

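The test of the mark against removed calls and the form of the test against peak strength, with classes made within each list, were chosen after results had been seen, and the other tests of this part before theirs.

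The lists of specific peaks carry an additional column without a name, which none of the comparisons used. In 993 of 9318 WT specific peaks (10.7%, interval 10.1 to 11.3) and in 58 of 2607 KO specific peaks (2.22%, interval 1.71 to 2.76) it repeats the start of the peak, and elsewhere it is empty. The marked share differed between the lists by 8.43 percentage points (interval 7.67 to 9.25). The column drew attention because it is a signal outside the main measurement, with no sample to serve as a control. What the mark stands for is not stated.

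The tables argue against several simple origins of the difference between the lists. If the mark followed nearness to genes, the difference would vanish both near gene ends and away from them. The smaller of these differences was 7.88 points (interval 5.43 to 10.3). Peak strength was examined in 5 classes by −log10 q, cut to equal size within each list. Their differences, at least 6.55 points, therefore average to the difference between the lists whatever the mark follows. Among WT specific peaks the marked share was 8.80% in the lowest class and 12.98% in the highest. Among KO specific peaks it was 1.72% and 1.92%. If the mark had been copied from a list of genes, neighbouring peaks with the same nearest gene would carry it together. Both peaks were marked in 32 of 619 such pairs with at least 1 mark (5.17%), against 7.76% of pairs with different nearest genes at similar distance. If the mark singled out peaks with no removed call in the other list, marked WT specific peaks would lie beside missing KO numbers less often. No KO number was missing beside 13.3% of marked and 12.8% of unmarked peaks, a difference of 0.500 points (interval −1.73 to 2.64). Marked WT specific peaks were wider, with a median of 309 bp against 245 bp. A match to another set of regions, such as binding sites or a sequence motif, stays open and was not tested, and a difference between genotypes stays open with it. Of the 7 WT specific peaks at Runx1, 1 was marked.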

How the results depend on the processing

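The difference between the WT specific and the KO specific share kept its direction and its call under all 10 alternatives computed, from 4.72 to 17.7 percentage points. Joining touching intervals, of which the lists had none, and bootstrap blocks of 1 Mb could not move this difference. The shares themselves moved. The share of WT peaks overlapping a KO peak was 69.9% with an overlap of at least 50% of the peak, 65.0% with a reciprocal overlap of 50%, 70.9% with the centre inside a KO peak and 73.6% within 500 bp. It was 93.8% for WT peaks at or above the median −log10 q, 70.3% when both lists were limited in that way, and 88.4% for WT peaks at or above the median width. The share of KO peaks overlapping a WT peak was 85.1% with an overlap of 50%, 81.6% with a reciprocal one, 86.7% by the centre, 98.6% at or above the median −log10 q, 87.9% with both lists so limited and 96.9% at or above the median width. These changes follow from the construction of the alternatives, since a stricter overlap removes partners and the weak peaks are the specific ones. A −log10 q of at least 10, chosen after seeing the data, gave 85.6% and 95.5%. Limiting both lists to a −log10 q at or above the WT median left 17061 WT and 14884 KO peaks. An equal threshold does not equalise the depth of the libraries, which is unknown.

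Some alternatives for the class differences could not change a value. Recomputed classes held the same peaks, and another block size changes only the interval. The width difference of −8 bp between the specific classes had no other alternative. Differences in width, −log10 q and fold enrichment kept direction and call under every alternative computed. So did the differences in gene position, apart from those given next. The KO specific excess elsewhere in genes was 2.69 points with an interval that included 0 (−0.406 to 5.64) when shared peaks were matched on width. The difference of the specific classes elsewhere in genes, which was not resolved, changed sign to −0.145 points with the wider distance to gene ends that was tried, and was not resolved there either. The cause of these changes was not tested. The matching on −log10 q and the use of summits were chosen after seeing the data, and kept the calls.

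The call on the distance between WT specific peaks was lost when only peaks more than 1 kb from a gene end were used. Minus the random sets the distance was −1.92 kb at the median with all peaks, and 1.90 kb, of opposite sign and at percentile 95.3, with distal peaks only. For KO specific peaks, where no difference was called, the sign changed to −3.72 kb with distal peaks only and to −1.33 kb with sets matched on −log10 q, still without a call. Matching on −log10 q, chosen after seeing the data, gave −2.79 kb for WT specific peaks. Assigning peaks to the nearest gene end gave Runx1 38 WT peaks, 12 WT specific peaks and 26 KO peaks, because it takes in more distant sites. The share of specific peaks at panel genes stayed within the random lists under both other assignments. The number of chromosomes whose interval excluded 1 was 3 to 5 in each list with other block sizes. Among the 22 results on single genes, windows and peaks, 13 of 42 alternative values moved by more than 1.5 times, and 29 did not. The windows that start 0.5 Mb earlier or later were chosen after seeing the data.

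No paired analysis was possible because the lists hold values of the replicate 1 library only, and leaving out each replicate in turn was not possible for the same reason. The planned tests of read counts, of motifs (RUNX, ETS and 9 others), of RUNX and ETS matches in the same peak and of GC content were not run, since neither counts nor a genome sequence were used here.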

Other observations

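The tests of depth, of missing numbers beside specific peaks and of runs were chosen after the results had been seen. The comparison of distal peaks was planned, but its use as a test of an explanation came after its result, and the other tests of this part were chosen before theirs.

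Peak numbers that are missing from a list show where calls had been removed before deposit, and they bear on what a specific peak is. Of the WT specific peaks, 8121 (87.2%) lay in a stretch between retained KO peaks where at least 1 KO number was missing, and 2278 KO specific peaks (87.4%) lay beside a missing WT number. Several specific peaks can share 1 missing number. In all, 1788 WT specific and 420 KO specific peaks exceeded the missing numbers of their stretch, so they had no removed call of their own. A missing number in a long stretch says little, so stretches of matched length were compared. Among the stretches between neighbouring KO peaks, 83.6% of those that held a WT specific peak had a missing KO number, against 47.2% of length-matched stretches that held none, a difference of 36.4 percentage points (interval 35.0 to 37.7). The contrast was sharpest where a removed call had little room. In stretches of 5 to 20 kb, 69.4% of 971 with a WT specific peak had a missing KO number, against 12.7% of 6801 without. In stretches under 5 kb it was 57.5% of 80 against 2.82% of 3086. For KO specific peaks between WT peaks the difference was 28.0 points (interval 26.3 to 29.4), and in stretches of 5 to 20 kb the shares were 65.8% and 16.3%.

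Regions rich in calls of every kind could give such a contrast, but then the neighbouring stretches would share it. Stretches next to those with a WT specific peak, themselves without one, had a missing KO number in 47.0% at matched length, 36.6 points lower (interval 35.1 to 37.9). A candidate explanation is therefore that many specific peaks sit where the replicate 1 library of the other genotype also had a call, and that this call was removed before deposit. A removal rule that asked for a call in every replicate could do this, but no rule is stated and none was tested. Under this hypothesis, a specific peak of these lists need not be a site closed in the other genotype. The positions of the removed calls are not in the lists, so no single peak can be judged in this way.

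The excess of specific peaks in the WT list has several possible explanations. Removed KO calls alone would bring the shares together once peaks beside missing numbers were set aside. Counting only specific peaks with no missing number beside them, 1197 WT peaks (3.51% of the list) and 329 KO peaks (1.21%) were left, still a difference of 2.30 points (interval 2.04 to 2.55), and the ratio of the shares was 2.90 against 2.85 for all specific peaks. Peaks close to the calling threshold are also not the whole cause, since the difference at or above the median −log10 q was 4.72 points (interval 4.25 to 5.18). Loss of every copy of whole windows of 1 Mb in the KO line would leave windows with WT peaks and no KO peak. No such window existed among the 1721 with at least 5 WT peaks, so it held 0% of the WT specific peaks, and the longest run of consecutive WT specific peaks, 8, was reached in 6492 of 10000 shuffles. Loss of only some copies, or of segments shorter than a window, can leave KO peaks in a window, so it was not excluded. The depth or quality of the replicate 1 libraries also stays open. The KO library had 88.3% as many numbered calls as the WT library, which a lower depth and an effect of the knockout would both give. With 1 library of values per genotype these cannot be told apart.

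KO specific peaks formed long unbroken runs with no WT peak between them. The longest had 13 consecutive peaks, and of 10000 shuffles of the class among KO peaks of the same chromosome and −log10 q decile, 0 gave a run as long, so chance placement within chromosomes is an unlikely source. The longest run in the shuffles had 8 peaks, and 3 observed runs were longer. Shuffles within chromosomes only reached 9 peaks, which 2 of these runs exceeded. The first, at chr5:26099320–27677684, had 13 peaks, and its span overlapped Dpp6, Speer4b and 3 predicted genes. Its peaks were unevenly spread. The window chr5:26000001–27000000 held 12 KO specific peaks, as did the window of this region started earlier, whereas the one started later held 0. A stretch of 1 Mb inside this run thus held no KO specific peak, and a gene that its span overlaps need not hold a peak. The second, at chr10:101257502–102159022, had 10 peaks and overlapped Mgat4c. The third, at chr14:27862377–28808384, had 9 peaks and overlapped Erc2 and Wnt5a. The runs hold 32 peaks, 1.23% of the KO specific ones, and include 2 of the 3 KO specific peaks with the highest −log10 q. In the converse direction, no window with at least 5 WT peaks lacked KO peaks, whereas 5 of 1675 windows with at least 5 KO peaks lacked WT peaks.

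Removed WT calls are not the whole source of these runs, because 15 WT numbers were missing between the WT peaks that flank them, fewer than the 32 KO peaks, so at least 17 KO peaks had no removed WT call of their own. By run, 6 WT numbers were missing for the 13 peaks on chromosome 5, and 1 for the 10 peaks on chromosome 10. For the 9 peaks on chromosome 14, 8 were missing, so removed WT calls could account for nearly all of that run. Segments absent from the WT cells may also leave such runs. The gaps between the flanking WT peaks add up to 5.25 Mb and extend past the runs. The runs add up to 3.43 Mb from start to end, including the long stretch without a KO specific peak on chromosome 5. The missing WT numbers can therefore lie outside the runs, and absent segments cannot be told apart from the other explanations. A gain of copies in the KO line, a regional change of chromatin with the genotype or between derived cell clones, and reads shared between similar gene copies on chromosome 5 stay open, and were not tested because neither coverage nor sequence was used here.

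WT specific peaks lay closer together than random peaks of the WT list, at percentile 0.76 of random sets, beyond chance placement along the list. The pattern was absent among peaks more than 1 kb from a gene end, where the percentile was 95.3. The larger share of distal sites among specific peaks is therefore a candidate explanation for the WT list. KO specific peaks do not go with it. Fewer of them lay near a gene end (13.2% against 18.3%), yet they were not closer than random sets (182 kb against 176 kb, percentile 79.5). With distal peaks only, their difference moved the opposite way, from 6.10 kb to −3.72 kb, without a call. The data give no evidence that WT specific peaks gather in clusters of distal sites.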
